A study of Mus musculus with 2 samples.

How the data were processed

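Single-cell RNA was measured in bone marrow derived macrophage cultures of 129Sv mice, in 2 libraries. The label protocols describe bone marrow cells grown in medium with 10% fetal bovine serum and 50 ng/ml macrophage colony-stimulating factor, a growth factor that drives marrow cells towards macrophages. Medium was added on day 3 and replaced in part on day 6. On day 7 the cells received either 1 µg/ml of a truncated, non-polymerizing Tamm-Horsfall protein (THP, also called uromodulin, a protein made in the kidney) or the vehicle, 5% dextrose, for 18 h. Per the labels, cells were detached with TrypLE, depleted of dead cells, filtered and made into Chromium droplet libraries, in which every RNA molecule is tagged with a cell barcode and a unique molecular identifier (UMI) after capture by its poly(A) tail. There was 1 library per group, so the difference between the groups has no replicate check, and treatment cannot be separated from library preparation or culture dish.

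The deposited values are raw counts of UMIs per gene and cell barcode in Matrix Market format, with software version 3.1.0 and matrix format version 2, per the file headers. The matrices held only barcodes with at least 501 UMIs in the THP library and 503 in the vehicle library. Both list the same 31053 Ensembl mouse genes. The aligner, the genome build and the annotation release are not given in the sources used here. Gene identifiers were matched to the GENCODE M21 annotation of GRCm38 for coordinates and transcript length; 31011 had coordinates and 30934 (99.6%) had a transcript length. Printed coordinates are those of that annotation and are 1-based. The longest annotated transcript stood for a gene's length. Reads of near-identical genes, such as Ccl3 and Ccl4, the histone genes or Ifit3 and Ifit3b, may have been assigned to one another or dropped during counting, so values of such genes are uncertain.

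A barcode was kept with at least 500 detected genes, at least 1000 UMIs and at most 10% of UMIs from mitochondrial genes. Scrublet, run per library in scanpy 1.11.5 with an expected rate of 0.8% per 1000 barcodes, marked 173 vehicle cells (1.58%) and 0 of 12123 THP cells, with automatic thresholds of 0.443 and 0.811. A caller marking under 0.5% of a large library was taken not to have worked, so no cell was removed in either library and doublets remain in the data. Leaving out the top 5% of cells by UMIs had been set as the alternative for that case.

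UMIs were summed over kept cells per library and divided by the library total to give CPM (counts per 1e6 UMIs). Intervals on CPM are exact Poisson 95% intervals and intervals on shares of cells are exact (Clopper-Pearson) binomial 95% intervals; both cover counting error only. The log2 ratio is that of CPM + 1, THP over vehicle, which understates the change of genes near or below 1 CPM. A gene passed the size rule with at least 10 CPM in at least 1 library and a ratio of at least 2-fold on that scale. No p-value was computed. Gene lists were compared with 10000 random lists of the same size, matched on 20 bins of mean CPM, among genes with a mean CPM of at least 1. A list stood apart when its median lay outside the central 95% of the random medians. This places the list within these 2 libraries and is no test of treatment.

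The 15 lists were inflammatory cytokines and chemokines, NF-kB targets, interferon-stimulated genes, phagocytic receptors and machinery, alternative activation, classical activation, MHC class II, complement, lysosome, cholesterol biosynthesis, oxidative stress response, glycolysis and hypoxia, immediate early and dissociation response, S phase, and G2 and M phase. Some genes sit on more than 1 list, for example Tnf and Il1b on both the inflammatory and the classical activation list and Cd40 on the NF-kB and classical activation lists. Genes were named by a fixed rule: the 10 highest and the 10 lowest ratios among genes that passed the size rule with the same direction in every cluster of at least 200 cells per library, up to 5 members of each list with the largest ratio in either direction at 10 CPM or more, a panel of 18 macrophage genes, and 5 genes that check the sex of the cells. This gave 104 genes; their values were all computed and the text prints those that matter to a comparison. Lists, markers, naming rule, tests and the alternatives not named below as later were fixed before the data were examined.

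Kept cells of both libraries were clustered together without batch integration, on 2000 variable genes, 30 principal components, 15 neighbours and a Leiden resolution of 0.5 (igraph 0.11.9). Cluster names came from marker genes of 13 cell types. A name needed at least 3 markers at 50 CPM or more. The type with most markers among a cluster's 10 leading genes by fold was taken, or, if no marker was there, the type whose markers had the highest median fold. A cluster whose cells' median UMIs were under 33.3% of their library's median was left unnamed if none of the 10 leading genes was a marker. A cluster with another type's name was also left unnamed when at least 7 macrophage markers were detected at no more than 1.5-fold below the other clusters. The markers were fixed before the data were examined, but this way of scoring them was written with the clusters in view. A cluster was called cycling with at least 3 cycling markers among its 20 leading genes.

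Alternatives covered the cell filter, the mitochondrial limit, the minimum of genes, the top of the UMI range, macrophage-like clusters alone, thinning, equal weight per cell, scaling, pseudocounts, expression and fold limits, the random lists and the clustering settings. Thinning reduced each cell to 2748 UMIs, the pooled 10th percentile, and left out 1150 shallower THP cells and 1159 shallower vehicle cells. Scaling factors by TMM and by the median of ratios (RLE) came from edgeR 4.0.16 in R 4.3.3, used for these factors alone; they were 0.906 and 1.10 by TMM for the THP and vehicle libraries. The alternatives chosen after the data were seen were a correction for transcript length (subtracting the median log2 ratio of genes of like length in 20 bins, which also centres the ratios), the same correction with the overall median kept, subtraction of the overall median alone, giving both libraries the same mix of clusters and classes, leaving out the cells with the highest doublet scores at the expected rate, leaving the top 5% of UMIs out of the clustering, clustering without 337 variable genes that differed by 1.5-fold or more, clustering each library separately, and the alternatives for the correlation with length. The other computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19 and matplotlib 3.10.9.

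The comparison was tested on simulated data drawn from the libraries' own means and sizes. Among 7737 simulated genes at the CPM limit, 200 of 200 genes changed by 4-fold were recovered and 0 unchanged genes passed the size rule. The median absolute error was 0.04 on the log2 scale and 95.2% of Poisson intervals covered the true value. In the simulation a list of 25 genes shifted by 0.5 lay at percentile 100 and an unchanged list at 31.9. For the length correction, a trend imposed on 7615 simulated genes went from a Spearman rho of -0.98 to -0.06, and 200 changed genes were still recovered. These simulations hold counting error only and no variation between cultures.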

Results

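The effect of a truncated, non-polymerizing Tamm-Horsfall protein (THP) on mouse bone marrow derived macrophages was examined with single-cell RNA sequencing of 1 library of cells treated with 1 µg/ml THP for 18 h and 1 library of cells given vehicle. The THP library held 13193 cell barcodes with 227129670 UMIs and the vehicle library held 11584 barcodes with 209092047 UMIs. After the cell filter, 12123 THP cells and 10978 vehicle cells were kept, with 224825484 and 207662132 UMIs. Kept THP cells had a median of 16113 UMIs and 3699 detected genes, and kept vehicle cells a median of 17223 UMIs and 4134.5 genes. The median mitochondrial share of kept cells was 2.92% in the THP library and 3.22% in the vehicle library, and the median ribosomal protein share was 18.9% and 16.8%. The 10 most abundant genes took 11.9% of THP UMIs and 11.0% of vehicle UMIs. No comparison had a replicate check. Every interval given here covers counting error only, so a difference outside it is one between these 2 libraries and not a test of the treatment.

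Y-linked genes were detected in both libraries, with Ddx3y at 53.8 CPM in the THP library and 60.7 CPM in the vehicle library, while Xist had 5 and 4 UMIs. Umod, the gene of the added protein, had 1 UMI in each library, below the level at which a ratio can be given.

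The comparison between THP and vehicle over all kept cells used 8012 genes with at least 10 CPM in at least 1 library. The size rule of 2-fold was passed by 73 genes with higher values in the THP library and 238 with lower values, so 23.5% of those past the rule were higher. The direction was the same in all 7 clusters that had at least 200 cells in each library for 64 of the higher and 201 of the lower genes. The median log2 ratio of the 8012 genes was -0.18, and the central 95% of them ran from -1.04 to 0.56. This split depended on how the libraries were scaled. With TMM factors the median ratio moved to 0.10 and with RLE factors to 0.09; under either, 138 genes were higher and 69 lower, so 66.7% of those past the rule were higher. All 73 higher genes remained past the rule under both scalings, and 69 of the 238 lower genes did. The fold limit moved the counts most: at 1.5-fold, 187 genes were higher and 1387 lower.

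**Figure D1:**
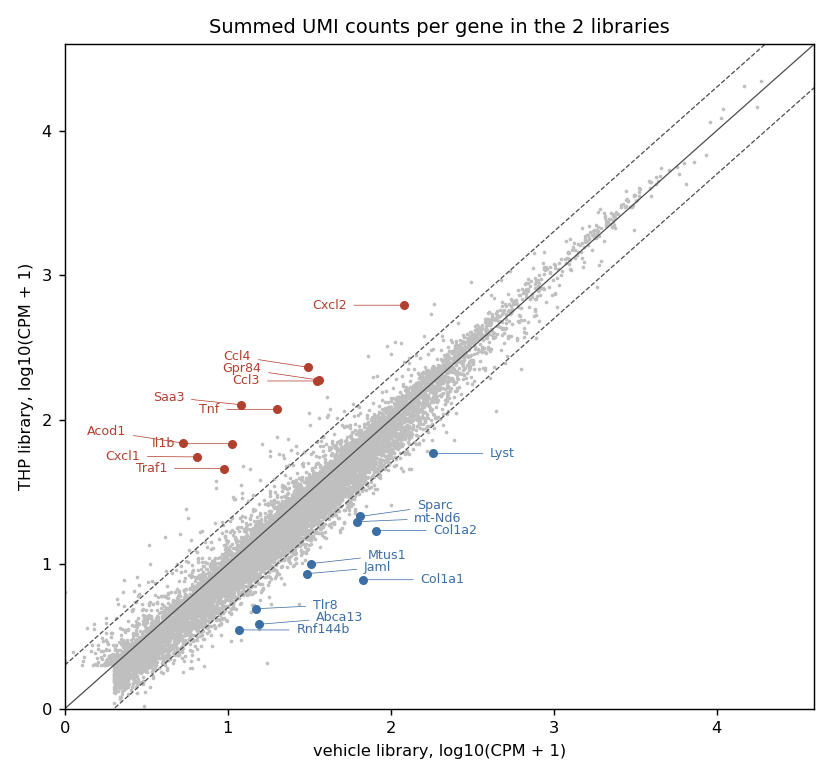
Summed UMI counts of each gene as log10 of CPM + 1 in the vehicle library (horizontal) and the THP library (vertical), with the line of equality and dashed lines at 2-fold on this scale. The 10 named higher genes (red) lie above the upper dashed line, with Cxcl2 reaching 619 CPM, and the 10 named lower genes (blue) lie below the lower one.

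Among genes past the size rule with the same direction in all 7 clusters, the 10 highest ratios included those of cytokine and chemokine genes. Acod1 (ENSMUSG00000022126, chromosome 14, 103046977 to 103056573, plus strand), which encodes the enzyme that makes itaconate, had 67.8 CPM (66.8 to 68.9) in the THP library and 4.34 CPM (4.06 to 4.64) in the vehicle library, a log2 ratio of 3.69. Saa3 (ENSMUSG00000040026, chromosome 7, 46711998 to 46715700, minus strand) had 126 CPM (124 to 127) against 11.1 CPM (10.7 to 11.6), a log2 ratio of 3.39. For Cxcl1 (ENSMUSG00000029380, chromosome 5, 90891241 to 90893115, plus strand) the values were 54.3 CPM (53.4 to 55.3) and 5.50 CPM (5.19 to 5.83). Il1b (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139, minus strand) rose from 9.58 CPM (9.16 to 10.01) with vehicle to 67.3 CPM (66.2 to 68.4) with THP. Tnf (ENSMUSG00000024401, chromosome 17, 35199381 to 35202007, minus strand) was at 117 CPM (116 to 118) against 18.9 CPM (18.4 to 19.6). The log2 ratios of Cxcl1, Il1b and Tnf were 3.09, 2.69 and 2.56. That of Il1b depended on the cells summed, from 1.36 with equal weight per cell to 3.98 in macrophage-like clusters, and 64.1% of its vehicle UMIs came from cluster 0, which was neutrophil-like. The other 5 named higher genes were Ccl4 at 2.88, Ccl3 at 2.39, Gpr84 at 2.38, Cxcl2 at 2.37 and Traf1 at 2.26 on the log2 scale. Ccl3 and Ccl4 are close paralogs whose UMIs could have been shared in counting. After the correction for transcript length the log2 ratios of Acod1, Saa3, Cxcl1, Il1b and Tnf were 3.77, 3.42, 3.06, 2.61 and 2.51.

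Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042, plus strand) had the lowest ratio among the named genes, with 6.82 CPM (6.48 to 7.17) in the THP library and 67.1 CPM (65.9 to 68.2) in the vehicle library, a log2 ratio of -3.12. Col1a2 and Sparc had log2 ratios of -2.26 and -1.60. Of the UMIs of these 3 genes, between 97.0% and 99.1% came in either library from cluster 15, a stromal-like cluster of 91 THP cells and 75 vehicle cells that these genes also define. Within that cluster Col1a1 had 642 CPM (610 to 675) and 4517 CPM (4442 to 4593), Col1a2 had a log2 ratio of -1.83 and Sparc one of -1.15. Their values in the other clusters rest on the few remaining UMIs. The other named lower genes were Abca13 at -2.02, Jaml at -1.83, Rnf144b at -1.74, Mtus1 at -1.68, the mitochondrial gene mt-Nd6 at -1.66, Lyst at -1.64 and Tlr8 at -1.60 on the log2 scale. Corrected for transcript length, Abca13, with a longest transcript of 16011 bases, had a log2 ratio of -1.41, and Lyst, with 13181 bases, one of -1.03. Abca13 is also among the leading genes of cluster 12, of whose cells 2.18% came from the THP library. mt-Nd6 (ENSMUSG00000064368, mitochondrial genome, 13552 to 14070, minus strand) has a longest transcript of 519 bases and a corrected log2 ratio of -1.85; it lies on the strand opposite to the other mitochondrial protein genes, and whether the counting used strand is not given in the sources used here.

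A panel of macrophage genes was set beforehand. Cd14, which encodes a co-receptor for bacterial lipopolysaccharide, had 893 CPM (889 to 897) in the THP library and 310 CPM (308 to 313) in the vehicle library, a log2 ratio of 1.52. Tlr4, which encodes the receptor itself, was lower, with 11.0 CPM (10.6 to 11.4) against 24.1 CPM (23.4 to 24.8) and a log2 ratio of -1.07, or -0.83 after the length correction. Ccl2 had a log2 ratio of 0.97, Arg1 of 0.86, Adgre1 of 0.59, Il10 of 0.38 and Tgfb1 of 0.19, and Trpm2 had -0.62; these genes kept their direction under every alternative run and did not pass the size rule. The ratios of Mrc1 (-0.33), Msr1 (0.11), Csf1r (0.10) and Olr1 (-0.04) changed sign under some alternatives. Il6 had 179 UMIs in the THP library and 39 in the vehicle library, at 0.796 CPM (0.684 to 0.922) and 0.188 CPM (0.134 to 0.257). Nos2 had 31 and 4 UMIs, at 0.138 CPM (0.0937 to 0.196) and 0.0193 CPM (0.00525 to 0.0493). At these depths Il6 and Nos2 differed beyond counting error, and both were expressed far below the 10 CPM limit.

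Gene lists were compared with random lists of like expression. The inflammatory cytokine and chemokine list had a median log2 ratio of 1.68 over 19 genes, against a random range of -0.36 to 0.07, at percentile 100. NF-kB targets had a median of 1.46 over 24 genes, also at percentile 100. Medians that stood above their random lists by a smaller distance were those of complement at 0.32 (percentile 99.98), cholesterol biosynthesis at 0.08 (99.98), interferon-stimulated genes at 0.06 (99.97) and classical activation at 0.03 (98.6). The interferon-stimulated median lay above a random range of -0.43 to -0.06, with 14 of 25 genes higher and 11 lower, or 19 and 6 with TMM factors. Classical activation had 7 genes higher and 6 lower, or 9 and 4 with TMM factors, and its mean was 0.71. The S phase list at -0.37 (percentile 1.85) and the G2 and M phase list at -0.28 (percentile 0.19) stood below theirs. With TMM factors the S phase median was -0.09 and the G2 and M median -0.0028, at percentiles 1.61 and 0.22. With those factors 17 of the 25 S phase genes were still lower, while the G2 and M list was lower only relative to genes of like expression.

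The other 7 lists lay within their random ranges. MHC class II had a median of -0.34 at percentile 6.33 with 10 of 10 genes lower, also under TMM and RLE. Its direction depended on which cells were summed. With the same mix of cells in both libraries 6 of its genes were higher and 4 lower (percentile 85.9), with equal weight per cell 4 were higher and 6 lower (63.7), and it stood above random lists in clusters 2 and 5 (99.8 and 99.1). The other medians were glycolysis and hypoxia -0.23 at 8.65, oxidative stress response -0.08 at 29.2, lysosome 0.02 at 32.7, phagocytic receptors and machinery -0.09 at 44.8, immediate early and dissociation response -0.01 at 88.8, and alternative activation -0.03 at 93.3. For oxidative stress, the immediate early list and alternative activation the mean had the opposite sign to the median, at 0.01, 0.09 and 0.05. TMM and RLE factors made the medians of the glycolysis, oxidative stress, phagocytic, immediate early and alternative activation lists positive, so the sign of these medians depended on the scaling. The largest move of a percentile was in macrophage-like clusters, where glycolysis and hypoxia went from 8.65 to 93.4. Among the lists that stood apart the largest moves were there too, with interferon-stimulated genes at percentile 30.3 and complement at 37.1.

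**Figure D2:**
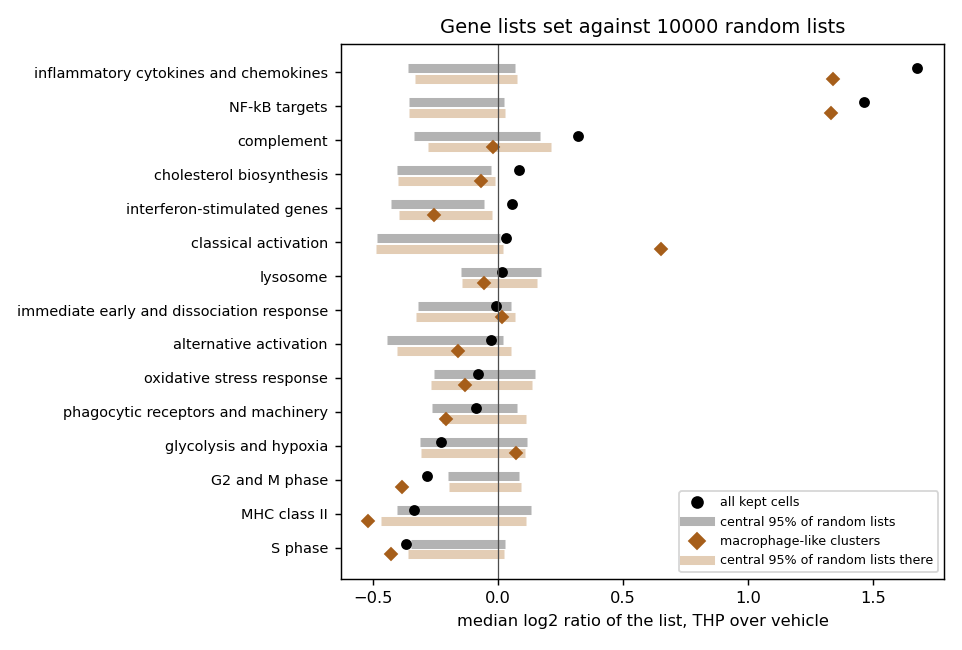
Median log2 ratio (THP over vehicle) of each of the 15 lists over all kept cells (black circles) and in macrophage-like clusters (brown diamonds), with bars for the central 95% of 10000 random lists in each case. The inflammatory list at 1.68 and the NF-kB list at 1.46 lie outside the bars, and the complement and interferon-stimulated lists do so over all kept cells but not in macrophage-like clusters.

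The joint clustering gave clusters numbered 0 to 16. Macrophage-like clusters were 4, 8, 13 and 14. Of these, cluster 8 alone had a macrophage marker, Mrc1, among its 10 leading genes, and the other 3 were named from the median fold of their detected markers. Cluster 4 was led by Ccl7, Cxcl1 and Ccl12 and drew 96.9% of its cells from the THP library. Cluster 8, led by Dab2, Itga6, Plau and Mrc1, drew 4.64% of its cells from that library. Cluster 13 was led by Vsig4 and Cd209f, and cluster 14 by the interferon-stimulated genes Rsad2, Cxcl10 and Ifit3. Neutrophil-like clusters were 0, 6 and 12, cluster 1 was monocyte-like and cluster 5 myeloid progenitor-like. The small clusters 9, 11, 15 and 16 were dendritic cell-like, mast cell- or basophil-like, stromal-like and B cell-like. Clusters 2, 3, 7 and 10 stayed unnamed and held 15.8% (15.2 to 16.5) of THP cells and 19.7% (19.0 to 20.5) of vehicle cells. Cluster 2 was led by MHC class II genes, cluster 7 by Atp6v0d2 and Mmp12, cluster 3 by Mpo at a median of 28844 UMIs per cell, and cluster 10 by Nrgn and Xcl1.

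Whether the differences held within cell populations was examined in the 7 clusters with at least 200 cells per library, which were 0, 1, 2, 5, 6, 7 and 13. The inflammatory list stood above random lists in 7 of the 7, with medians from 1.01 to 1.80. So did the NF-kB list, with medians from 1.17 to 1.67, and classical activation, from 0.41 to 0.80. In macrophage-like cluster 13, 6 classical activation genes were higher and 6 lower. In each other cluster compared, more of them were higher than lower. Interferon-stimulated genes and cholesterol biosynthesis each stood above in 5, alternative activation in 4, and complement and the immediate early list in 3. MHC class II stood above in 2, and oxidative stress response and glycolysis and hypoxia in 1 each. The lysosome list went both ways, above in clusters 2 and 7 and below in cluster 13 (percentile 0.325). The S phase list stood below in 4, and the G2 and M list stood below in 4 and above in 1. Free RNA was not removed and was measured for the neutrophil-like class alone, so a ratio within a cluster can include RNA from other cells. Cxcl1 in cluster 5, for example, had 1.12 CPM in the THP library and 0.434 CPM in the vehicle library, against 72.2 CPM in macrophage-like THP cells. In macrophage-like cells as a class, the inflammatory median was 1.34 and the NF-kB median 1.33; most of these cells were in cluster 4 in the THP library and in cluster 8 in the vehicle library. In neutrophil-like cells the medians were 1.33 and 1.80, where clusters 0 and 6 held most THP cells and clusters 0, 6 and 12 the vehicle cells.

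**Figure D3:**
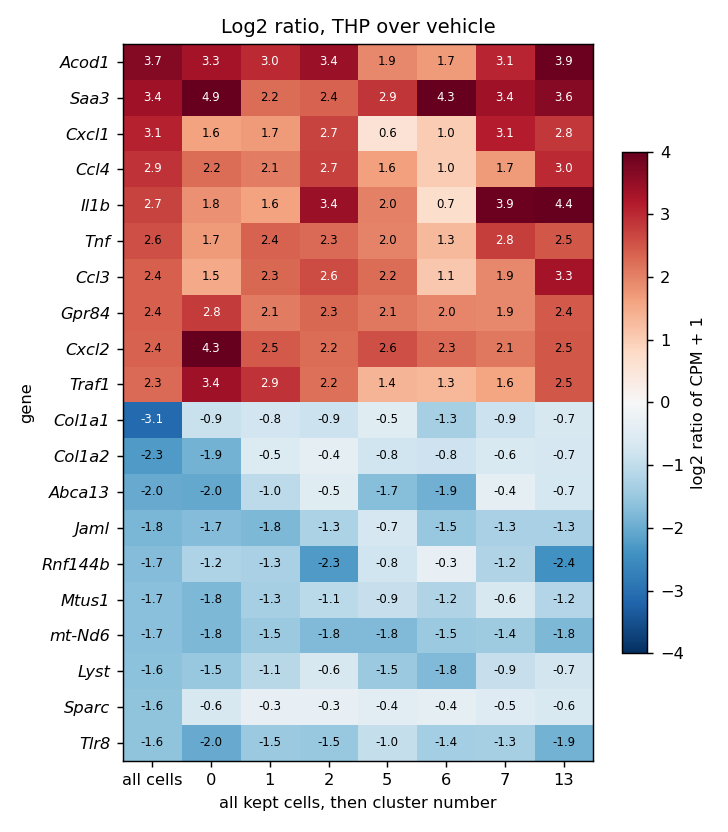
Log2 ratio of CPM + 1 (THP over vehicle) of the 20 named genes over all kept cells and in each of the 7 clusters with at least 200 cells per library, printed in each field; colours stop at 4 in either direction. The 10 upper genes are above 0 and the 10 lower genes below 0 in every column, and the stromal-cluster genes Col1a1, Col1a2 and Sparc are closer to 0 in the single clusters than the -3.12, -2.26 and -1.60 over all cells.

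The log2 ratio fell with transcript length. Spearman's rho across 8008 genes was -0.55; genes are not independent replicates, so no p-value is given. In 5 length groups of like size, from shortest to longest, the median log2 ratio was 0.10, -0.05, -0.22, -0.33 and -0.51, and 20, 19, 26, 52 and 121 genes passed the size rule as lower. Another scaling factor would shift these medians together, so their order rather than their sign describes the trend. In the 7 clusters the rho ran from -0.62 to -0.47. The length correction also centres the ratios near 0. With it, 112 genes were higher and 71 lower; of these, 72 and 65 were among the 73 and 238 genes first found. With the overall median of -0.18 kept, 79 were higher and 129 lower, of which 64 and 98 were among those first found. Subtracting that median alone, with no length term, gave 106 higher and 94 lower. The inflammatory, NF-kB and classical activation lists still stood above random lists in 7 of the 7 clusters, and interferon-stimulated genes in 2. The direction of a single long gene that was lower, such as Lyst or Abca13, was therefore measured on top of this trend.

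**Figure D4:**
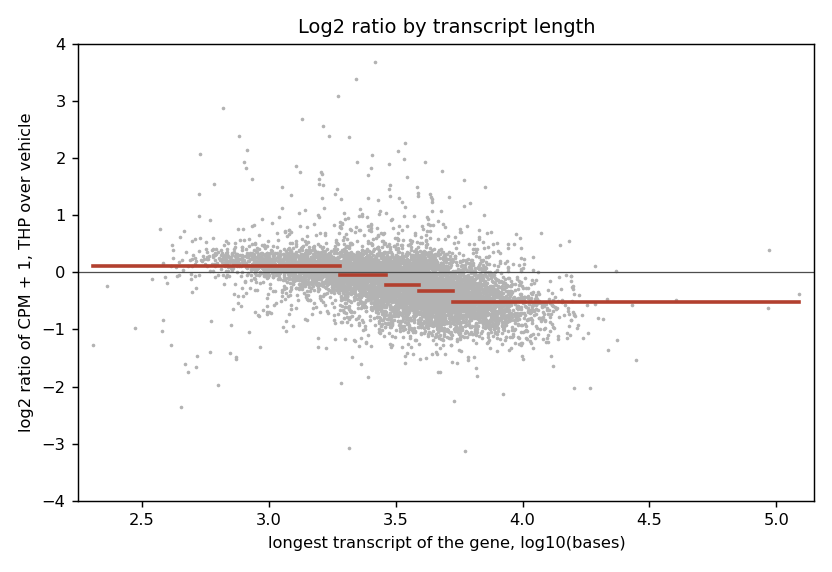
Log2 ratio of CPM + 1 (THP over vehicle) of each gene with at least 10 CPM in at least 1 library against log10 of its longest transcript in bases; red lines span each of 5 length groups at its median. The medians step down from 0.10 in the shortest group to -0.51 in the longest.

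Macrophage-like clusters held 44.9% of THP cells (44.1 to 45.8) and 27.6% of vehicle cells (26.7 to 28.4), a difference of 17.4 percentage points (16.2 to 18.6). These shares were set in part by genes that differ between the libraries, since clusters 4 and 8 were each nearly all from 1 library. When 337 differing genes were left out of the clustering, the shares were 38.7% and 25.8%. When each library was clustered on its own, they were 24.4% and 29.4%, the opposite order, with 29.5% of THP cells and 10.9% of vehicle cells left unnamed. No direction was read from them. No cluster met the definition of cycling: 0 of 12123 THP cells and 0 of 10978 vehicle cells were in such a cluster. This sets no limit on the share of cells that cycle. The cycling share was also 0 in both libraries at a resolution of 0.3, with 3000 variable genes and with all barcodes. It was 0 as well with the top 5% of UMIs left out, without the differing genes, with separate clustering and with thinned cells. At a resolution of 1.0 a cycling cluster appeared with 0.157% of THP cells and 6.88% of vehicle cells. Without the highest doublet scores one appeared with 0.266% and 8.48%.

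**Figure D5:**
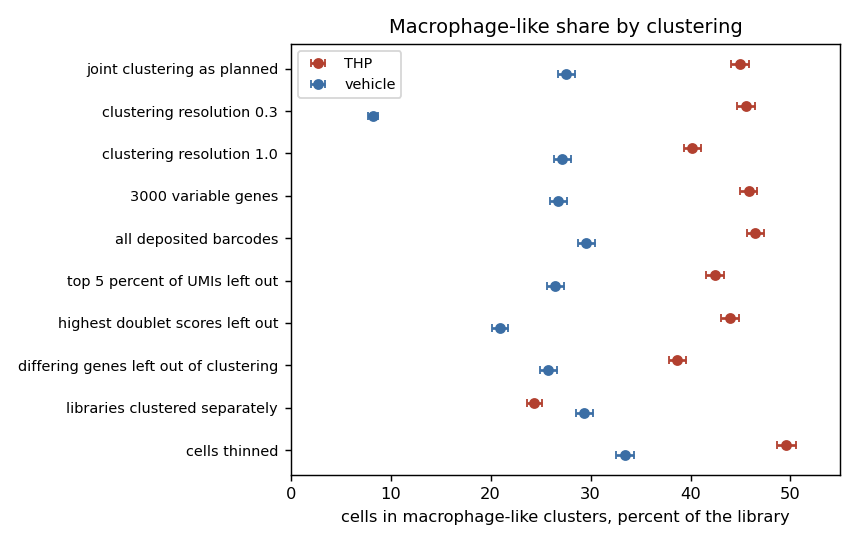
Cells in macrophage-like clusters as a percent of the kept cells of the THP (red) and vehicle (blue) library under each clustering, with exact binomial 95% intervals. The THP share is higher, as 44.9% against 27.6% in the planned clustering, in each except the separate clustering of the libraries, where it is 24.4% against 29.4%.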

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

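The test in this part was set before its result was seen.

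The cell filter left out 1070 of 13193 THP barcodes, 8.11% (exact binomial interval 7.65 to 8.59), and 606 of 11584 vehicle barcodes, 5.23% (4.83 to 5.65). These barcodes enter the comparisons only in the alternative with all barcodes, and they drew attention because their share was above the vehicle level beyond counting error. With 1 library per group the difference was not tested against variation between cultures. A difference in depth per barcode is a candidate explanation, since shallow barcodes fail the limits on UMIs and genes more often. Barcodes under the UMI minimum were 3.48% of the THP library and 2.13% of the vehicle library. Among barcodes that reached the UMI minimum, 4.31% (3.97 to 4.68) of the THP library and 3.12% (2.81 to 3.46) of the vehicle library were over the mitochondrial limit, so depth alone did not account for the whole difference. The labels record a dead cell removal step for both libraries, and its efficiency in either library is not known here. Damage during harvest and an effect of THP on cell survival both remain open, and neither was tested. Keeping all barcodes left 73 higher and 234 lower genes past the size rule, so the barcodes left out did not decide those counts.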

How the results depend on the processing

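The alternatives with the same mix of cells, without the highest doublet scores, corrected for length (with the overall median removed or kept), with the overall median subtracted, without differing genes, with separate clustering, and with the top 5% of UMIs left out of the shares were chosen after the data were seen. Over the main comparisons, 297 alternative values stayed on the same side of the limit, within the counting interval or, for counts of genes, within 1.5 times, 42 moved, 12 fell back inside the limit, 5 passed it and 3 reversed. Lists within their random range were not judged for direction: of 255 list values, 12 lay on the other side of the random median, 10 of them for such lists. The inflammatory and NF-kB lists stayed at the top of their random lists under every alternative run. Of 1560 values of the 104 named genes, 841 stayed within the counting interval and 719 moved outside it, and the 31 named genes past the size rule kept their sign under all 15 alternatives. Unless a construction is named below, the cause of a change was not tested.

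Scaling by TMM or RLE gave 138 higher and 69 lower genes, since both rescale whole libraries by 1 factor. A pseudocount of 5 CPM gave 111 lower genes. The length correction gave 112 higher and 71 lower, or 79 and 129 with the overall median kept, and subtracting that median alone gave 106 and 94. With a limit of 50 CPM, which tests fewer genes, there were 45 higher and 84 lower. The fold limit itself gave 187 and 1387 at 1.5-fold and 31 and 21 at 3-fold. Counts under the other settings were within 1.5 times the main counts; the same genes were not always involved, as macrophage-like clusters alone gave 76 and 231, of which 60 and 129 were shared.

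In macrophage-like clusters alone, interferon-stimulated genes reversed to percentile 30.3 and complement to 37.1, cholesterol biosynthesis fell to 91.6 and MHC class II passed the limit at 1.11. With the same mix of cells, interferon-stimulated genes were at 78.5, classical activation at 95.6, complement at 54.2 and cholesterol biosynthesis at 96.6. MHC class II was at 85.9 with 6 genes higher and 4 lower, and with equal weight per cell at 63.7, the other side of the random median. These lists therefore depend on which cells are summed. Glycolysis and hypoxia crossed it as well, at 93.4 in macrophage-like clusters and 85.8 after the length correction, without leaving the random range. With equal weight per cell, classical activation was at 96.5, S phase at 6.27 and G2 and M phase at 2.53. With thinned cells S phase was at 3.67. After the length correction classical activation was at 89.5, complement at 94.9 and MHC class II at 0.01. With list members at 10 CPM or more classical activation was at 90.2 and MHC class II at 2.48. A pseudocount of 5 CPM put MHC class II at 1.25, and leaving out the highest doublet scores put alternative activation at 98.3.

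A macrophage-like share or the difference between the libraries moved in each alternative clustering. At a resolution of 0.3 the vehicle share was 8.23% and the difference 37.3 points, with 55.7% of vehicle cells left unnamed. At 1.0 the THP share was 40.2% and the difference 13.03 points. With 3000 variable genes the difference was 19.0 points. All barcodes gave 46.5% and 29.6%. With the top 5% of UMIs left out the values were 42.4%, 26.4% and 16.0 points, and without the highest doublet scores 44.0%, 20.9% and 23.1 points. Without the differing genes they were 38.7%, 25.8% and 12.9 points. Thinned cells gave 49.6%, 33.4% and 16.1 points. Separate clustering reversed the difference to -4.98 points, at 24.4% and 29.4%. Cycling clusters were absent from the main clustering. At a resolution of 1.0 they held 0.157% of THP and 6.88% of vehicle cells, a difference of -6.72 points. Without the highest doublet scores they held 0.266% and 8.48%, a difference of -8.21 points. Every other alternative clustering had a cycling share of 0 in both libraries.

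Leaving out cycling clusters gave no value, as no cluster met the definition, and keeping called doublets equals the main result, as none were removed. No paired analysis was possible because each group had 1 library. The correlation with length stayed between -0.56 and -0.54 under its alternatives. Among the named genes depth limits Umod, Nos2 and Xist most, with 1, 4 and 4 UMIs in the vehicle library, followed by Il6 with 39.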

Other observations

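The tests of the inflammatory list after the length correction, cell composition, endotoxin, free RNA, the genes lower after the length correction and capture of RNA without a poly(A) tail were chosen after the result was seen. The conditions that left the macrophage-like share and the number of S phase cells undecided were also added after their values were seen, and the added alternatives used here were the length correction with the overall median removed or kept, subtraction of that median alone, the same mix of cells, leaving out the highest doublet scores and separate clustering.

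The inflammatory list stood far above its random lists, as did the NF-kB list. After the length correction the inflammatory list had a median log2 ratio of 1.75, above the random range of -0.14 to 0.16, which argues against the trend with transcript length as its cause. With both libraries given the same mix of cells its median log2 ratio was 1.40, above the random range of -0.34 to 0.06, which argues against the mix of classes and unnamed clusters as its cause. That mix was not matched within a class, where clusters 4, 8 and 12 were each nearly all from 1 library. In cluster 13, with 52.2% of its cells from the THP library, the median was 1.80. Endotoxin carried over with the protein remains a candidate explanation. Interferon-stimulated genes, which lipopolysaccharide also induces, lay at percentile 30.3 in macrophage-like clusters, and at 78.5 with the same mix of cells. They stood above random lists in 5 of the 7 clusters compared, or in 2 after the length correction. These values exclude nothing, as they go both ways and the protein may act through the same receptor. Endotoxin and THP cannot be told apart here because no endotoxin measurement or blocked receptor was analysed here. A response to THP, to another component of its preparation, or a difference between culture dishes all stay open.

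The inflammatory list was also higher in neutrophil-like cells. RNA released by macrophages and caught in other droplets may contribute, there and in clusters 1, 2, 5 and 7, for which it was not tested. Cluster 7 had 11 of the 12 macrophage markers at 50 CPM or more, with a median log2 fold of -0.01 over the other clusters. Its inflammatory RNA therefore need not come from other cells. For 14 genes the excess over vehicle in neutrophil-like cells had a median of 14.6% of that in macrophage-like cells. Macrophage genes used as background, 9 in number, appeared in neutrophil-like cells of the THP library at a median of 3.11% of their macrophage-like level, with a range of 1.23% to 28.5% whose top was Csf1r. The values of 8 of the 14 genes lay within that range, so for these 8 a response cannot be told apart from free RNA. The other 6 lay above every background gene, which argues against free RNA as their whole source: Il1b at 414%, Il1rn at 130%, Ccl3 at 127%, Cxcl2 at 92.5%, Cxcl10 at 56.6% and Tnf at 46.9%. In 3 of them the excess was over 100% of that in macrophage-like cells, which a dilution of macrophage RNA cannot give. The clusters that make up the neutrophil-like class differ between the libraries, yet Il1b and Ccl3 were higher in clusters 0 and 6 taken singly. A response of these cells is a hypothesis for those 6 genes, and it was found and tested on the same data.

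The fall of the log2 ratio with transcript length was seen across 8008 genes and in each of the 7 clusters compared. With every cell thinned to the same depth the rho was -0.55 (-0.548). This argues against the greater weight of deep cells in the sums as the cause. Thinning leaves each gene's expected share of a cell's UMIs unchanged, so it cannot test other effects of depth per cell. Given GC content the partial rho was -0.511, which argues against GC content. Internal A-rich stretches were counted as at least 7 A in a row outside the last 200 bases. Given length and GC content, the partial rho with their number was 0.00438. This gives no sign of fewer UMIs primed inside transcripts. It does not exclude them, since the measure is indirect and was taken on spliced transcripts. In clusters 9, 10, 11, 15 and 16, which are of other lineages by their leading genes, the median rho was -0.497 (-0.544 to -0.412). This argues against a response of macrophages alone. Free RNA from macrophages was not measured in these clusters and may carry part of the trend. At the limit of 50 CPM used for them, rho was -0.576, -0.532 and -0.493 in clusters 3, 4 and 14. It was weaker in cluster 8 (-0.383) and cluster 12 (-0.147), which held 101 and 16 THP cells. Clusters 9 and 11, with 48 and 47 THP cells, had a rho of -0.412 and -0.476. Few cells alone therefore do not account for the value of cluster 8, and its cause was not tested. Other effects of depth per cell, RNA integrity, a step of library construction and an effect of treatment on all cells remain open. None can be separated with 1 library per group. Of the 238 genes past the rule as lower, 98 stayed so after the length correction with the overall median kept, and 94 when the overall median alone was subtracted. How far the trend accounts for this group stays open, since genes close to the limit drop out under any shift.

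The S phase and G2 and M lists were lower in the THP library. After the length correction the higher of their percentiles was 0.63, so the length trend did not explain them. S phase stood below random lists in clusters 1, 2, 7 and 13, and G2 and M in clusters 2, 5, 7 and 13. In cluster 6 G2 and M stood above, with a median of 0.31 at percentile 100, and the S phase median was 0.04. No cluster met the definition of cycling in the main clustering. The summed cycling markers were highest in cluster 12, at 12837 CPM against 5002 CPM in the other clusters. Of its cells, 2.18% came from the THP library. Clusters 11 and 6 came next, at 7184 and 7071 CPM, with 61.8% and 60.3% of their cells from that library. Cycling clusters held 0.157% of THP and 6.88% of vehicle cells at a resolution of 1.0, and 0.266% and 8.48% without the highest doublet scores. The other alternative clusterings had no cycling cluster in either library. A smaller number of dividing cells in the THP library therefore stays open, as the cycling shares depended on the clustering. Histone genes fell further. All 20 replication-dependent histone genes at 10 CPM or more in at least 1 library were lower, with a median log2 ratio of -1.32; with TMM or RLE factors 17 of the 20 were lower, with a median of -1.04 by TMM. Several are close paralogs and their single values are uncertain. Corrected for length, the S phase list had a median of -0.16 (-0.162) and the histone genes -1.41. Fewer S phase cells and another cause of the histone difference cannot be told apart by this, since S phase genes are expressed in nearly every cluster, which would hide a smaller share of S phase cells. Histone mRNA mostly lacks a poly(A) tail, and lower capture of such RNA in the THP library may contribute. mt-Nd6, a mitochondrial RNA with little poly(A), was lower than the median of the other 12 mitochondrial genes in each cluster compared, with a smallest gap of -1.15 on the log2 scale. Against this, the histone median was 1.17 in cluster 6, where G2 and M genes were higher too, while it ran from -1.38 to -0.68 in the other clusters compared and was -1.22 in the neutrophil-like class as a whole. Cluster 12, with 2.18% of its cells from the THP library, is of that class too, so cluster 6 may hold different cells in each library. Among the other mitochondrial genes, mt-Atp8 (-1.28), mt-Nd4l (-0.97) and mt-Nd5 (-0.89) were lower as well, while mt-Atp6 had -0.08 and mt-Nd4 -0.24. Whether these values speak for or against a difference in capture was not tested. Lower capture therefore stays a hypothesis, and an effect of treatment on histone RNA was not tested.

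The larger share of THP cells in macrophage-like clusters may come from clusters set by genes that differ between the libraries. With 337 differing genes left out of the clustering, the difference went from 17.4 to 12.9 points and kept its order. In that setting 20.5% of THP cells and 20.2% of vehicle cells were unnamed. Separate clustering gave a difference of -4.98 points, but 29.5% of THP cells and 10.9% of vehicle cells were then unnamed. The shares and the naming cannot be told apart, since the unnamed cells are enough to change the order. Some high-UMI cells, such as those of cluster 3 with a median of 28844 UMIs, may be doublets. Leaving out the highest doublet scores moved the difference to 23.1 points. In that clustering a cycling cluster of 29 THP and 849 vehicle cells stayed unnamed. The cycling cluster at a resolution of 1.0, with 19 THP and 755 vehicle cells, was named macrophage-like. The move therefore cannot tell doublets apart from naming.

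Collagen genes in the stromal-like cluster were an unplanned observation. Cluster 15 held 0.751% of THP cells and 0.683% of vehicle cells, while Col1a1 within it was at 642 CPM and 4517 CPM, and Col1a2 at 1537 and 5461. The values rest on 91 and 75 cells, and no explanation was tested.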
